A study of Mus musculus with 15 samples.

How the data were processed

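Total RNA from the tibialis anterior muscle of 15 male mice was turned into libraries with a stranded mRNA kit and sequenced. The samples were put into 4 groups by their labels (WT, TgBIN1, Mtm1-/y and Mtm1-/yTgBIN1, with 3, 4, 4 and 4 samples), and all 15 were used. The labels name separate samples of each group, and p-values measure the spread between these samples. The authors deposited raw gene counts, one whole number per gene and sample, in 1 table of 30108 genes. The submitters' processing notes name cutadapt 1.10, Bowtie2 2.2.8, STAR 2.5.3a and HTSeq 0.6.1p1 and the builds mm10, GRCm38 and hg38, with no role or order. The annotation release, the treatment of reads that match several places, the use of strand in counting and the part of Mtm1 that was deleted are not given in the sources used here. Genes with near-identical copies are therefore uncertain in their counts: this covers mouse Bin1 beside the human sequence, haemoglobins, keratins, myosin heavy chains and genes of oxidative phosphorylation with pseudogenes. An antisense gene such as Srrm4os cannot be told apart from its partner without knowledge of the strand setting. The identifiers were looked up in GENCODE mouse release 21 (GRCm38), where 30097 matched and 11 did not, 1 of which is the human identifier. Coordinates are from that release. The table held 0 entries that name no gene and 0 columns of other samples.

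From the counts, edgeR 4.0.16 in R 4.3.3 was used to scale libraries by TMM, to keep genes by filterByExpr (minimum count 10, minimum total 15), which left 15419, and to test them with the quasi-likelihood F test. All 4 groups entered 1 fit with a term per group and 11 residual degrees of freedom. Comparisons were Mtm1-/y with WT, Mtm1-/yTgBIN1 with Mtm1-/y, Mtm1-/yTgBIN1 with WT, TgBIN1 with WT and the interaction of the transgene with the Mtm1 genotype. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F value. CPM are the deposited counts of a gene relative to the TMM-scaled library total. Library totals of 25501500 to 35789100 deposited counts set the precision, which is lower for genes of few counts. Folds were not given where a group held 1 to 3 counts in all, or close to it.

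Gene lists (33) for pathways, fibre types and cell types were fixed by name, and were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over the 33 lists. Members were counted by edgeR's adjusted p over all genes and when adjusted over the list alone, and where a count is given with no second count both were equal. Camera was repeated with an estimated correlation, and fry tested each list on its own. Some genes stand in more than 1 list, and many markers of other cell types are also expressed by muscle fibres. The glycolysis list has 25 tested identifiers for 24 symbols because Aldoa has 2 identifiers.

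Genes were named by a rule. Always named were Mtm1, Bin1, the human identifier and Dnm2. For each comparison the 8 largest rises and 8 largest falls were taken among genes at adjusted p below 0.05 with at least 5 CPM in the higher group and no overlap between the groups, leaving out predicted genes. For each list up to 4 members with the smallest adjusted p were taken. Members that went against the direction of a called list, members of the slow fibre list compared with WT, Mustn1, Tfrc, Enox2, Igfn1, Mt3, Msln and Ahnak2 were chosen after their values were seen, and genes named in 1 comparison were followed into the others. Some genes that the rule gives are not reported here.

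The shift of disease genes was measured on Mtm1-/y mice not used to choose them: genes with adjusted p below 0.05 and an absolute log2 fold change above 1 between 2 Mtm1-/y mice and WT were followed in the remaining 2, over all 6 choices. Principal components used the 500 most variable genes. Pairs of libraries in a group were compared by chi-square over genes with at least 20 counts, and gave 13.5 to 69.8 per degree of freedom, so that no library was a copy of another. The tests were tried on simulated counts with 200 changed genes among 15419. For Mtm1-/y against WT, 90.9% of genes changed by a factor of 4, 68.7% of those changed by 2 and 49.3% of those changed by 1.5 were recovered, and 4.14% of the calls were false. For Mtm1-/yTgBIN1 against Mtm1-/y these were 92.4%, 68.7%, 46.3% and 7.38%.

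The groups, tests, lists, rule for naming genes and alternatives were set before the data were examined, except where stated. The alternatives were RLE scaling, TMM without the 20 most abundant genes, no filter, a filter of at least 1 CPM in at least 3 libraries, DESeq2 1.42.0, limma voom with quality weights, an adjusted p of 0.01, an absolute log2 fold change above 1, a prior count of 0.5 for the shift, only the 2 groups compared, the replicate number as a block, and each library left out in turn. Leaving WT replicate 1 out of the comparison of Mtm1-/yTgBIN1 with Mtm1-/y, and dividing the WT mice as well for the shift, were added after the data were seen.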

Results

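RNA was sequenced from the tibialis anterior muscle of 15 male mice aged 7 weeks on a mixed 129Pas and C57BL/6N background. The mice fell into 4 groups: 3 wild-type mice (WT), 4 carrying a human BIN1 transgene (TgBIN1), 4 lacking Mtm1 on their single X chromosome (Mtm1-/y) and 4 with both changes (Mtm1-/yTgBIN1). Mtm1 encodes the phosphoinositide phosphatase myotubularin, whose loss causes X-linked myotubular myopathy, and BIN1 encodes amphiphysin 2, a membrane-curving protein of the T-tubules. The series asks what overexpression of human BIN1 does to muscle that lacks Mtm1. The deposited table held 25501500 to 35789100 gene counts per library, and 15419 genes had enough counts to be tested. Errors after a log2 fold change are standard errors, errors after CPM (a gene's counts relative to the scaled library total) are SDs over 3 WT mice or 4 mice of each other group, and adjusted p-values of genes are from edgeR's quasi-likelihood test.

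Mtm1 (ENSMUSG00000031337, chromosome X, 71210767 to 71315691 in GRCm38) had 444 to 616 counts in the WT libraries, 432 to 638 in TgBIN1, 83 to 127 in Mtm1-/y and 117 to 141 in Mtm1-/yTgBIN1, so that every library lay on the side its label gives. The means were 17.0 ± 3.38 CPM in WT, 17.7 ± 2.43 in TgBIN1, 2.84 ± 0.481 in Mtm1-/y and 4.10 ± 0.531 in Mtm1-/yTgBIN1. Mtm1 was 5.96-fold lower in Mtm1-/y than in WT (log2 fold change -2.57 ± 0.17, adjusted p = 2.25e-08). Between Mtm1-/y and Mtm1-/yTgBIN1 it was higher in the latter by 0.53 ± 0.16 (adjusted p = 0.0145). That call was lost with limma voom (adjusted p = 0.0670) and without Mtm1-/y replicate 3 (adjusted p = 0.0501).

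The table held a single human Ensembl identifier, ENSG00000136717, which neither the table nor the annotation used here pairs with a symbol. It had 46270 to 67552 counts in the TgBIN1 libraries and 57295 to 64260 in Mtm1-/yTgBIN1, against 27 to 41 in WT and 18 to 75 in Mtm1-/y. Its means were 1975 ± 126 CPM in TgBIN1 and 1877 ± 199 CPM in Mtm1-/yTgBIN1, against 1.01 ± 0.266 in WT and 1.54 ± 0.735 in Mtm1-/y. The last pair did not differ past the threshold (adjusted p = 0.169), although they did without Mtm1-/y replicate 1 (log2 fold change 0.92, adjusted p = 7.57e-04). Its counts were 3.52 ± 0.296 times those of mouse Bin1 in TgBIN1 and 3.22 ± 0.194 times in Mtm1-/yTgBIN1 (SD, n = 4 each). In mice without the transgene there were 0.179 ± 0.0362 (WT, n = 3) and 0.141 ± 0.0687 (Mtm1-/y, n = 4) such counts per 100 counts of mouse Bin1.

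Mouse Bin1 (ENSMUSG00000024381, chromosome 18, 32377230 to 32435737) was 1.98-fold higher in Mtm1-/y than in WT, at 1107 ± 79.1 against 558 ± 33.1 CPM (log2 fold change 0.99 ± 0.08, adjusted p = 1.18e-07). In Mtm1-/yTgBIN1 it was at 583 ± 36.8 CPM, lower than in Mtm1-/y (-0.93 ± 0.07, adjusted p = 7.08e-08), and in TgBIN1 at 562 ± 25.8 CPM. Neither of these groups differed from WT past the threshold (0.06 ± 0.07, adjusted p = 0.938, and 0.01 ± 0.07, adjusted p = 0.989). Dnm2 (ENSMUSG00000033335, chromosome 9, 21424908 to 21507759), the dynamin that acts with amphiphysin 2 on membranes, did not pass the test in Mtm1-/y against WT (0.16 ± 0.07, adjusted p = 0.0907), but did without Mtm1-/y replicate 2 (adjusted p = 0.0438). Between Mtm1-/y and Mtm1-/yTgBIN1 it fell (-0.20 ± 0.07, adjusted p = 0.0256). That call was lost under 7 alternatives, among them the removal of Mtm1-/y replicate 1 or 4 (adjusted p = 0.0782 and 0.0528) or of Mtm1-/yTgBIN1 replicate 1 or 3 (adjusted p = 0.0778 and 0.0791).

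**Figure D1:**
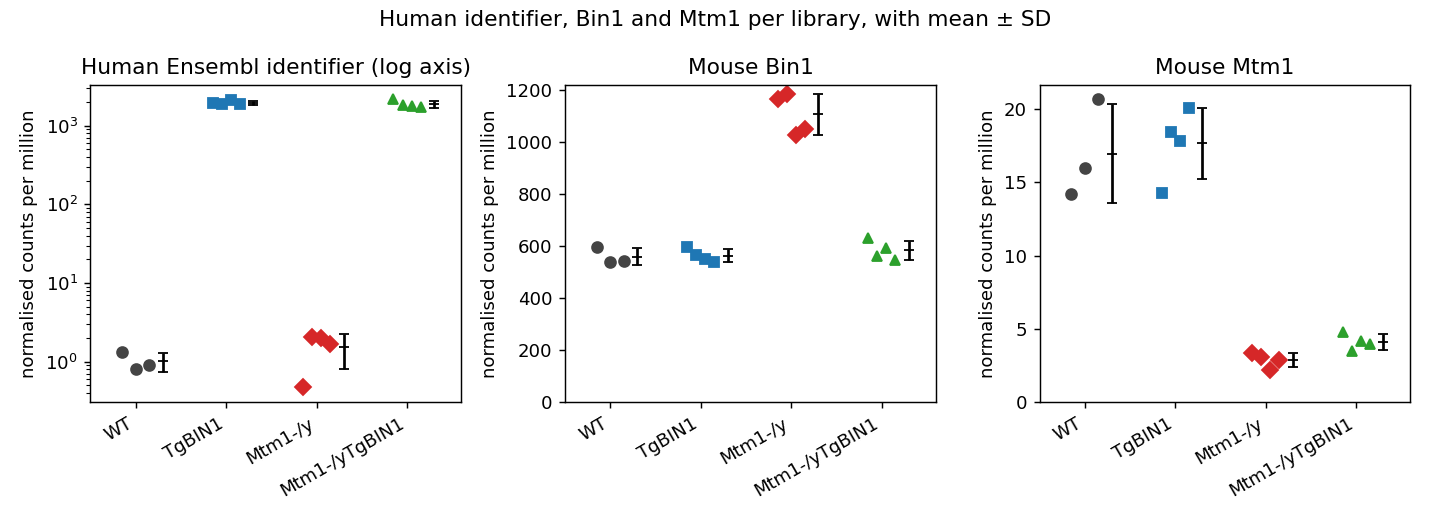
Normalised CPM of the human Ensembl identifier (left, log axis), mouse Bin1 (middle) and mouse Mtm1 (right) in each library of the 4 groups, with points for single mice and bars for the mean ± SD over 3 WT mice or 4 mice of each other group. The human identifier lies between 1753 and 2173 CPM in the 8 transgenic libraries, mouse Bin1 at 1107 ± 79.1 CPM in Mtm1-/y against 558 ± 33.1 in WT, and Mtm1 at or below 4.77 CPM in the 8 libraries without the gene.

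The 4 Mtm1-/y libraries stood apart from the other 11. On the first principal component of the 500 most variable genes, which held 76.1% of the variance, they scored 45.9 to 53.04, against -24.7 to -12.2 for the other 11. The second component held 5.91% and separated libraries within groups, with WT replicate 1 at 13.96 and WT replicates 2 and 3 at -7.84 and -7.06. Mitochondrially encoded genes took 5.79 ± 1.17% of the counts in Mtm1-/y, against 12.5 ± 1.94% in WT, 12.9 ± 0.786% in TgBIN1 and 12.9 ± 1.04% in Mtm1-/yTgBIN1. WT replicate 1 had the highest mean log2 CPM of its group in the lists of extracellular matrix (5.76, against 4.65 and 4.37), fibroblast (4.97, against 4.07 and 3.78), macrophage (1.92, against 0.96 and 0.30), tendon (4.22, against 2.11 and 1.65) and interferon genes (3.79, against 2.39 and 2.04).

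**Figure D2:**
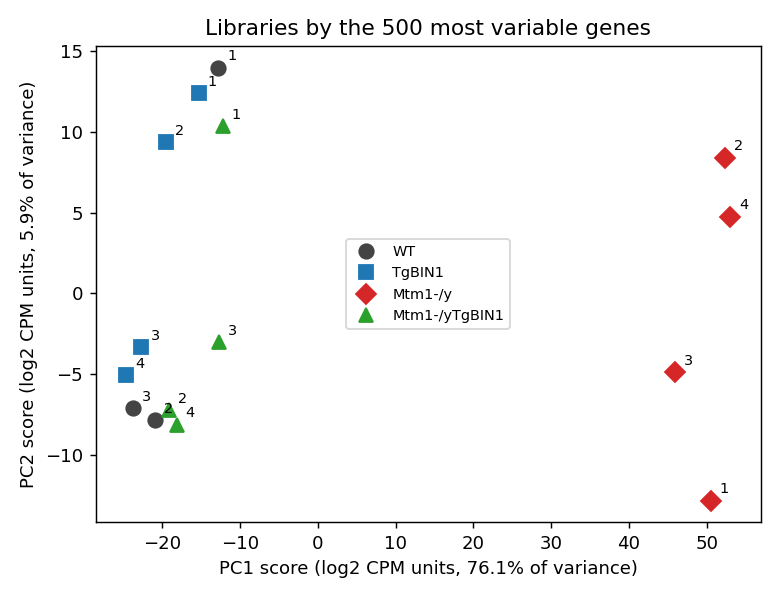
Scores of the 15 libraries on the first and second principal components of log2 CPM over the 500 most variable genes, in log2 CPM units, with a point per mouse, its shape and colour for the group and its number for the replicate. The 4 Mtm1-/y libraries lie at 45.9 to 53.04 on the first component (76.1% of the variance) and the other 11 at -24.7 to -12.2.

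Comparing Mtm1-/y with WT asks what the loss of Mtm1 does to the muscle transcriptome. Sln, which encodes sarcolipin, an inhibitor of the sarcoplasmic reticulum calcium pump, rose from 1.57 ± 0.386 to 386 ± 77.2 CPM (log2 fold change 7.94 ± 0.30, adjusted p = 1.98e-10). Krt18, an intermediate filament protein, rose by 9.10 ± 0.53 (adjusted p = 8.11e-09), from 0.138 to 77.7 CPM, and its partner Krt8 went from 0.0312 to 17.1 CPM (adjusted p = 1.23e-08). Mymx, a micropeptide needed for the fusion of muscle precursor cells, went from 0.0112 to 8.55 CPM (adjusted p = 3.65e-07). Other large rises were in Sox11, a transcription factor (7.39 ± 0.33), Rrad, a small GTPase that inhibits voltage-gated calcium channels (7.06 ± 0.82), Aldh3a1, an aldehyde dehydrogenase (6.79 ± 0.51), and Timp1, an inhibitor of matrix metalloproteinases (6.11 ± 0.36). Under the naming rule, which asks for at least 5 CPM in the higher group, the largest falls were in Slc15a5, a solute carrier (-5.50 ± 0.45), and Bdh1, an enzyme of ketone body metabolism (-4.69 ± 0.43). Next were Myl3, the essential myosin light chain of slow fibres (-4.60 ± 0.52), and Prima1, which anchors acetylcholinesterase to membranes (-4.07 ± 0.40). Adamts8 (-3.75 ± 0.69), the triglyceride-synthesis enzyme Dgat2 (-3.40 ± 0.70), the homeobox gene Cux2 (-3.19 ± 0.22) and Raver2 (-3.18 ± 0.21) also fell. In this set of the 8 largest rises and 8 largest falls, adjusted p reached 0.00107 at most. The naming rule also asks for an adjusted p below 0.05 and no overlap between the groups. That no Mtm1-/y library overlapped a WT library in these genes was therefore fixed in advance.

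**Figure D3:**
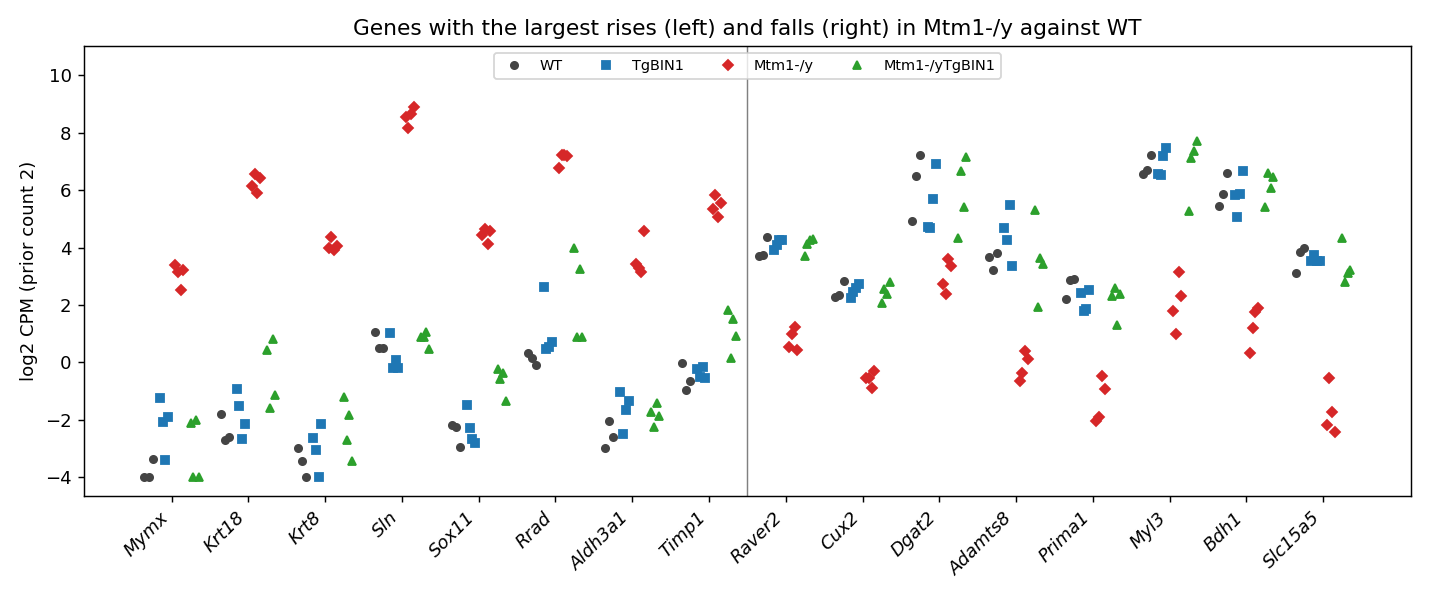
Log2 CPM (prior count 2) of the 8 genes with the largest rises (left of the line) and the 8 with the largest falls (right) in Mtm1-/y against WT, one point per mouse, with shapes and colours for the 4 groups. The genes were ranked under the naming rule, which asks for an adjusted p below 0.05, at least 5 CPM in the higher group and no overlap between the 2 groups. Sln lies at 386 ± 77.2 CPM in Mtm1-/y and at 1.74 ± 0.299 CPM in Mtm1-/yTgBIN1, against 1.57 ± 0.386 CPM in WT (mean ± SD).

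The counts of list members given for this comparison stand beside a share of 42.9% called among all 15419 tested genes, 3327 higher and 3284 lower. Genes raised by denervation and genes of the neuromuscular junction were higher together in Mtm1-/y. In that list 16 of the 20 tested members rose and 1 fell (camera adjusted p = 9.62e-09, and adjusted p = 0.0300 with an estimated correlation, so that the call held). Ncam1, a neural cell adhesion molecule re-expressed along denervated fibres, rose by 3.41 ± 0.13, the acetylcholine receptor subunits Chrnd and Chrnb1 by 3.36 ± 0.19 and 1.64 ± 0.11, and Myog, a transcription factor of muscle differentiation, by 4.86 ± 0.25. Agrn, which encodes agrin, an organiser of the synapse, fell (-0.76 ± 0.14). Of developmental and regeneration genes, 11 of the 18 tested members rose and 2 fell, or 12 and 3 adjusted over the list alone (camera adjusted p = 3.03e-04, and adjusted p = 0.20 with an estimated correlation). Myl4 (3.80 ± 0.19), embryonic myosin Myh3 (2.35 ± 0.16) and cardiac troponin Tnnt2 (2.56 ± 0.20) rose, whereas the satellite cell genes Pax7 (-1.50 ± 0.19) and Myf5 (-0.80 ± 0.26) fell, the last not without WT replicate 1 (adjusted p = 0.125) or Mtm1-/y replicate 1 (0.0624). Among atrophy genes, 11 of the 20 tested members rose and 1 fell, or 11 and 2 adjusted over the list alone (camera adjusted p = 0.00980, and adjusted p = 0.468 with an estimated correlation). Gadd45a (2.89 ± 0.25), the cell cycle inhibitor Cdkn1a (3.63 ± 0.46) and the proteasome subunits Psmd11 (0.61 ± 0.07) and Psmc4 (0.60 ± 0.07) rose, and Fbxo31, a substrate receptor of a ubiquitin ligase, fell (-0.55 ± 0.12). The atrophy call was lost without WT replicate 1 (adjusted p = 0.0529).

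Genes of energy metabolism were lower in Mtm1-/y. For nuclear genes of oxidative phosphorylation, 58 of the 79 tested members fell and 1 rose, or 61 and 1 adjusted over the list alone (camera adjusted p = 1.29e-13, and adjusted p = 0.468 with an estimated correlation), with a median log2 fold change of -0.37. Examples were Uqcrc1 of complex III (-0.77 ± 0.06), Ndufs8 of complex I (-0.73 ± 0.06), Sdhb of complex II (-0.70 ± 0.07) and the ATP synthase subunit Atp5c1 (-0.60 ± 0.06), and Ndufa2 rose (0.29 ± 0.09). All 7 tested mitochondrially encoded genes fell (camera adjusted p = 2.97e-05, and adjusted p = 0.468 with an estimated correlation), among them mt-Co1 (-1.38 ± 0.15) and mt-Nd5 (-1.46 ± 0.16). That list names 13 genes, and the rest of them were not among the genes tested. In the fatty acid oxidation list, 22 of the 29 tested members fell and 1 rose (camera adjusted p = 1.09e-07, and adjusted p = 0.579 with an estimated correlation). Eci1 (-1.07 ± 0.10), Acadm (-1.06 ± 0.12), the fatty acid-activating enzyme Acsl1 (-1.15 ± 0.13) and the lipoprotein lipase gene Lpl (-2.40 ± 0.29) fell, whereas Pdk4, an inhibitor of pyruvate dehydrogenase, rose (1.20 ± 0.33). For glycolysis and glycogen, 12 of the 25 tested members fell and 1 rose (camera adjusted p = 0.00948, and adjusted p = 0.579 with an estimated correlation). Ugp2 (-1.0 ± 0.12), Pfkfb1 (-1.53 ± 0.20) and the glucose transporter gene Slc2a4 (-0.85 ± 0.12) were among those lower, and Gpi1 rose (0.24 ± 0.07). The rises of Ndufa2, Pdk4 and Gpi1 were lost without WT replicate 2 (adjusted p = 0.0776 for Ndufa2 and 0.0505 for Pdk4) or WT replicate 3 (0.0728 for Ndufa2 and 0.0604 for Gpi1). These falls went with the lower share of mitochondrially encoded counts given above.

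Markers of other cells of the muscle moved apart. Of macrophage markers, 14 of the 22 tested members rose and 1 fell, or 16 and 1 adjusted over the list alone (camera adjusted p = 9.77e-05, and adjusted p = 0.579 with an estimated correlation). Lgals3 (4.03 ± 0.20), Cd68 (1.56 ± 0.22) and Mpeg1 (1.97 ± 0.36) rose, and Lyve1, a marker of resident macrophages and lymphatic vessels, fell (-1.46 ± 0.34). Endothelial markers were lower, as 12 of the 14 tested members fell and 0 rose, or 13 and 0 adjusted over the list alone (camera adjusted p = 2.45e-06, and adjusted p = 0.20 with an estimated correlation), among them Pecam1 (-0.81 ± 0.08) and Cdh5 (-1.25 ± 0.12). With smooth muscle and pericyte markers, 8 of the 12 tested members fell and 1 rose (camera adjusted p = 0.00835, and adjusted p = 0.468 with an estimated correlation), with falls in Rgs5 (-1.08 ± 0.12) and Notch3 (-0.97 ± 0.12) and a rise in Cspg4 (0.98 ± 0.15). Inflammatory genes were higher, where 9 of the 19 tested members rose and 1 fell, or 9 and 2 adjusted over the list alone (camera adjusted p = 0.0141, and adjusted p = 0.468 with an estimated correlation). Nfkb2 (2.46 ± 0.14) and the acute-phase gene Serpina3n (3.25 ± 0.19) rose, and Lcn2 fell (-2.11 ± 0.63), though not without WT replicate 3 (adjusted p = 0.103). In the extracellular matrix list, 9 of the 35 tested members rose and 0 fell (camera adjusted p = 0.00851, and adjusted p = 0.726 with an estimated correlation). The share called in that list was below the 42.9% of all tested genes. Timp1 is named above, and Lox, a collagen cross-linking enzyme, rose by 1.89 ± 0.38 and Col8a1 by 1.16 ± 0.23. The matrix call was lost without WT replicate 3 (adjusted p = 0.151), and matrix and macrophage genes were also high in WT replicate 1.

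The lists of the contractile and calcium-handling machinery held members that moved but were not called as lists in Mtm1-/y against WT. Of the triad and calcium release genes, 8 of the 24 tested members rose and 2 fell (camera adjusted p = 0.0974). Beside Sln, the calcium channel subunits Cacng1 (1.93 ± 0.10) and Cacnb1 (0.98 ± 0.07) and the membrane repair gene Dysf (1.25 ± 0.09) rose. This list passed without Mtm1-/y replicate 2 (adjusted p = 0.0482) or replicate 4 (adjusted p = 0.0494), and with the replicate number as a block (adjusted p = 0.0391). Of slow fibre genes, 5 of the 11 tested members rose and 1 fell (adjusted p = 0.236), with rises in the slow troponins Tnni1 (3.05 ± 0.17) and Tnnc1 (1.38 ± 0.24) and in the slow calcium pump Atp2a2 (0.97 ± 0.14), against the fall of Myl3. Of fast fibre genes, 2 of the 15 tested members rose and 1 fell, or 2 and 0 adjusted over the list alone (adjusted p = 0.326), with Myom2 (0.63 ± 0.11) higher. In the integrin and focal adhesion list, 14 of the 27 tested members rose and 7 fell (adjusted p = 0.127). The laminin receptor Itga7 rose by 1.36 ± 0.09 and the stretch-responsive gene Ankrd1 by 4.93 ± 0.42. In the dystrophin complex and costamere list, 8 of the 18 tested members rose and 4 fell (adjusted p = 0.212), with desmin, Des, higher (0.97 ± 0.07). For basement membrane genes, 5 of the 16 tested members fell and 2 rose (adjusted p = 0.157, and 0.0403 without WT replicate 3), with falls in the laminins Lamc3 (-2.11 ± 0.22) and Lama4 (-1.09 ± 0.13). Of myotubularin and dynamin genes, 8 of the 20 tested members fell and 3 rose, or 9 and 4 adjusted over the list alone (adjusted p = 0.127), with Mtmr3 (-0.47 ± 0.06) and Inpp5e (-0.57 ± 0.09), both phosphoinositide phosphatases, lower beside Mtm1.

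Signalling and stress lists were also not called in this comparison. Of myostatin, BMP and TGF-beta genes, 10 of the 23 tested members rose and 5 fell (camera adjusted p = 0.294). Myostatin, Mstn, an inhibitor of muscle growth, fell by 2.94 ± 0.28, and its antagonist Fst rose by 3.82 ± 0.37, Gdf11 by 2.98 ± 0.22 and Tgfb1 by 1.76 ± 0.13. Of p53 and apoptosis genes, 9 of the 18 tested members rose and 3 fell (adjusted p = 0.212), with Eda2r higher by 4.20 ± 0.34. For autophagy and lysosome genes, 9 of the 22 tested members rose and 4 fell, or 9 and 5 adjusted over the list alone (adjusted p = 0.217), with Map1lc3a (1.40 ± 0.09) and Hexa (1.18 ± 0.08) higher and Ulk1 lower (-0.68 ± 0.07). In the unfolded protein and integrated stress response list, 7 of the 20 tested members rose and 4 fell (adjusted p = 0.710). Of interferon genes, 12 of the 22 tested members fell and 2 rose, or 13 and 2 adjusted over the list alone (adjusted p = 0.0861), including Gbp3 (-1.34 ± 0.34) against rises of Ifi35 and Ifi27. That list passed without WT replicate 2 (0.0141), WT replicate 3 (9.71e-04) or Mtm1-/y replicate 3 (0.0320), and its mean was highest in WT replicate 1. Of immediate early genes, 5 of the 18 tested members rose and 0 fell (adjusted p = 0.144, and 0.00300 without WT replicate 2), with Egr3 higher by 2.83 ± 0.47. Of circadian clock genes, 3 of the 17 tested members fell and 0 rose, or 2 and 0 adjusted over the list alone (adjusted p = 0.294), and of cell cycle genes, 4 of the 18 tested members fell and 3 rose (adjusted p = 0.856).

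The remaining marker lists were not called between Mtm1-/y and WT. Of fibroblast markers, 5 of the 18 tested members rose and 3 fell (camera adjusted p = 0.858), of adipocyte markers 2 of the 14 tested members rose and 2 fell (adjusted p = 0.871), of tendon markers 1 of the 9 tested members rose and 1 fell (adjusted p = 0.888) and of Schwann cell and nerve markers 2 of the 12 tested members rose and 0 fell (adjusted p = 0.888). In these 4 lists the median, the mean and the direction of the test did not all have the same sign. No member passed edgeR's test among 5 lymphocyte and neutrophil markers (adjusted p = 0.468) and 6 erythroid genes (adjusted p = 0.403, and 0.0452 without Mtm1-/y replicate 1). Where no second count is given for a list, the count adjusted over the list alone was the same.

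In all, edgeR called 6611 of the 15419 genes between Mtm1-/y and WT, 3327 higher and 3284 lower, of which 1175 higher and 844 lower genes had an absolute log2 fold change above 1. For 6783 genes (44.0%) the CPM values of the groups did not overlap, where chance gives 5.71%. Camera called 12 of the 33 lists, and only the denervation and neuromuscular junction list was called with an estimated correlation.

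Comparing Mtm1-/yTgBIN1 with Mtm1-/y asks what the transgene does in muscle without Mtm1. Of all tested genes, 46.8% were called in this comparison, and counts of list members stand beside that share. Genes with large changes in Mtm1-/y moved the other way. Those given next were among the largest falls and rises of this comparison under the naming rule. Rrad, which is not among them, lay at 0.87 to 3.99 log2 CPM in the Mtm1-/yTgBIN1 libraries, against -0.09 to 0.31 in WT. Sln fell from 386 ± 77.2 to 1.74 ± 0.299 CPM (log2 fold change -7.79 ± 0.26, adjusted p = 3.08e-11), Krt8 from 17.1 to 0.177 CPM (-6.61 ± 0.38), Krt18 from 77.7 to 0.910 CPM (-6.43 ± 0.37) and Mymx from 8.55 to 0.0885 CPM (-6.58 ± 0.53). Aldh3a1 (-5.85 ± 0.41), Sox11 (-5.18 ± 0.24), Igfbp2, which binds insulin-like growth factors (-5.34 ± 0.45), and Srrm4os (-5.32 ± 0.17) also fell. Srrm4os lies antisense to Srrm4, and whether the counting used the strand is not given in the sources used here. Slc15a5 (5.29 ± 0.44), Myl3 (4.85 ± 0.52), Bdh1 (4.84 ± 0.43), Adamts8 (4.22 ± 0.67) and Raver2 (3.33 ± 0.21) rose, as did Dach2, a nuclear cofactor that represses Myog (3.96 ± 0.50). BC048679 went from 0.0329 to 5.04 CPM, with 4.33 CPM in WT (adjusted p = 5.41e-07).

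Among denervation and neuromuscular junction genes, 16 of the 20 tested members fell and 1 rose (camera adjusted p = 1.42e-08, and adjusted p = 0.0337 with an estimated correlation, so that the call held), with Ncam1 (-2.97 ± 0.12), Chrna1 (-3.35 ± 0.20), Chrnd (-3.14 ± 0.17) and Myog (-3.91 ± 0.21) lower and Agrn higher (0.52 ± 0.13). Of developmental and regeneration genes, 12 of the 18 tested members fell and 1 rose, or 12 and 2 adjusted over the list alone (camera adjusted p = 1.77e-04, and adjusted p = 0.201 with an estimated correlation), with Myl4 (-3.95 ± 0.17), Tnnt2 (-3.16 ± 0.19) and Myh3 (-2.58 ± 0.14) lower and Pax7 higher (1.47 ± 0.18). Of atrophy genes, 11 of the 20 tested members fell and 1 rose (camera adjusted p = 0.00866, and adjusted p = 0.516 with an estimated correlation), including Gadd45a (-3.11 ± 0.22) and the metallothionein Mt2 (-3.35 ± 0.43), with Fbxo31 higher (0.44 ± 0.11). Nuclear genes of oxidative phosphorylation were higher, as 62 of the 79 tested members rose and 1 fell, or 63 and 1 adjusted over the list alone (camera adjusted p = 1.33e-13, and adjusted p = 0.516 with an estimated correlation), with Uqcrc1 at 0.80 ± 0.06, Cyc1 at 0.71 ± 0.06 and Ndufa2 lower (-0.30 ± 0.08). All 7 tested mitochondrially encoded genes rose (camera adjusted p = 1.91e-05, and adjusted p = 0.516 with an estimated correlation), mt-Co1 by 1.43 ± 0.14. For fatty acid oxidation, 23 of the 29 tested members rose and 1 fell, or 24 and 1 adjusted over the list alone (camera adjusted p = 1.42e-08, and adjusted p = 0.529 with an estimated correlation), with Eci1 (1.17 ± 0.09), Acsl1 (1.29 ± 0.12) and Acadvl (1.15 ± 0.12) higher and Pdk4 lower (-0.79 ± 0.30). The fall of Pdk4 was lost without Mtm1-/y replicate 2 (0.0815) or 4 (0.0943) or Mtm1-/yTgBIN1 replicate 1 (0.0740), 3 (0.118) or 4 (0.0837), and with DESeq2 (0.0543).

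Cell type markers moved with these groups. Of endothelial markers, 12 of the 14 tested members rose and 0 fell (camera adjusted p = 3.56e-06, and adjusted p = 0.214 with an estimated correlation), with Cdh5 (1.23 ± 0.12) and Tie1 (1.19 ± 0.12) higher. For smooth muscle and pericyte markers, 9 of the 12 tested members rose and 1 fell (camera adjusted p = 0.00866, and adjusted p = 0.529 with an estimated correlation), with Rgs5 at 1.08 ± 0.12 and Cspg4 lower (-0.96 ± 0.14). Macrophage markers were lower, as 17 of the 22 tested members fell and 1 rose (camera adjusted p = 2.23e-04, and adjusted p = 0.657 with an estimated correlation), with Lgals3 (-3.48 ± 0.17), Ctss (-2.08 ± 0.38) and Cd68 (-1.04 ± 0.19) lower and Lyve1 higher (1.27 ± 0.32). The share of mitochondrially encoded counts went from 5.79 ± 1.17% to 12.9 ± 1.04% (SD, n = 4 each).

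Fibre and calcium-handling lists were called lower in Mtm1-/yTgBIN1 than in Mtm1-/y. Of slow fibre genes, 7 of the 11 tested members fell and 1 rose (camera adjusted p = 0.0228, and adjusted p = 0.657 with an estimated correlation), with Tnni1 (-3.50 ± 0.15), Tnnc1 (-2.58 ± 0.23) and Atp2a2 (-1.26 ± 0.12) lower and Myl3 higher. The call was lost without Mtm1-/yTgBIN1 replicate 1 (adjusted p = 0.0802). Of triad and calcium release genes, 9 of the 24 tested members fell and 3 rose (camera adjusted p = 0.0288, and adjusted p = 0.567 with an estimated correlation), with Cacng1 (-2.00 ± 0.09), Cacnb1 (-1.09 ± 0.07) and Dysf (-1.13 ± 0.08) lower beside Sln and Srl (0.41 ± 0.07), Speg (0.37 ± 0.06) and Cacna2d1 (0.42 ± 0.13) higher. The list call was lost without Mtm1-/y replicate 1 (adjusted p = 0.0508). Of fast fibre genes, 9 of the 15 tested members fell and 1 rose (camera adjusted p = 0.0325, and adjusted p = 0.657 with an estimated correlation), with the calcium buffer parvalbumin, Pvalb (-0.78 ± 0.17), and Actn3 (-0.45 ± 0.10) lower and the myosin Myh1 higher (0.55 ± 0.16). That call was lost without Mtm1-/y replicate 1 (0.0708) or 3 (0.0620), or Mtm1-/yTgBIN1 replicate 2 (0.0576) or 4 (0.0624). For glycolysis and glycogen, 10 of the 25 tested members rose and 1 fell (camera adjusted p = 0.0423, and adjusted p = 0.657 with an estimated correlation), with Ugp2 at 1.21 ± 0.11 and Gpi1 lower (-0.35 ± 0.07), and the call was lost without Mtm1-/y replicate 2 (0.0764) or 4 (0.137) or Mtm1-/yTgBIN1 replicate 1 (0.159), and with the replicate number as a block (0.0528).

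In all, edgeR called 7214 genes between Mtm1-/yTgBIN1 and Mtm1-/y, 3563 higher and 3651 lower, with 819 higher and 1180 lower genes at an absolute log2 fold change above 1. For 6444 genes (41.8%) the values of the groups did not overlap, where chance gives 2.86%. Camera called 13 lists, 1 of them with an estimated correlation. The other 20 lists had adjusted p of 0.0617 or more, and of these Schwann cell and nerve markers were called lower without Mtm1-/y replicate 2 (0.0444) or Mtm1-/yTgBIN1 replicate 3 (0.0181). In 3 of those (unfolded protein response, adipocyte and erythroid lists) the median, mean and test differed in sign.

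Of the 6611 genes called between Mtm1-/y and WT, 5746 (86.9%) were also called between Mtm1-/yTgBIN1 and Mtm1-/y in the opposite direction, 2913 of them higher and then lower and 2833 lower and then higher, and 1 was called in the same direction. Independent lists of these sizes would share 1547 genes in opposite directions. The Mtm1-/y libraries enter both comparisons, which by itself favours opposite directions. With the Mtm1-/y libraries divided so that none entered both comparisons, 4103 genes were shared in opposite directions on average over 6 divisions, against 977 for independent lists. The covariance of the log2 fold changes across genes was -0.79, against -0.03 in simulated groups without effect, a difference of -0.76 (r = -0.92 and -0.45, across genes, which are not independent replicates).

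To measure how far disease genes moved back, they were chosen with 2 of the Mtm1-/y mice and measured with the remaining 2, over all 6 choices, each giving 1520 to 1734 genes. Taken in the direction of the disease change, their median shift between Mtm1-/y and Mtm1-/yTgBIN1 was -1.39 on the log2 scale (SD over the 4 Mtm1-/yTgBIN1 mice 0.0738, from -1.49 to -1.33). The same genes stood 1.5 from WT in the Mtm1-/y mice, so that the shift was 92.3% of the disease change, and in Mtm1-/yTgBIN1 a median of 0.131 remained. Without WT replicate 1 the shift was -1.20 of a disease change of 1.46 (81.9%), with 0.261 remaining. All WT mice served both to choose the genes and as the reference. With 2 WT mice used to choose and the remaining 1 as the reference, a division added after the data were seen, the shift was -1.40 of 1.45 (96.3%), with 0.0464 remaining. Of the genes first chosen, 98.9% moved toward WT. With genes chosen by adjusted p alone the shift was -0.75 of a disease change of 0.81. The median over genes does not describe single genes, and 3 are given here after their values were seen. Rrad stood at 3.99 and 3.25 log2 CPM in Mtm1-/yTgBIN1 replicates 1 and 3, against 0.89 and 0.87 in replicates 2 and 4 (WT -0.09 to 0.31). Krt18 stood at 0.43 and 0.81 against -1.60 and -1.15 (WT -2.73 to -1.81). Sln lay at 0.47 to 1.07 (WT 0.49 to 1.05).

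Comparing Mtm1-/yTgBIN1 with WT asks what still differs when the transgene is present. Only Mtm1 (log2 fold change -2.05 ± 0.16, adjusted p = 1.47e-05) and the human identifier ENSG00000136717 (10.86 ± 0.37, adjusted p = 1.64e-10) passed edgeR's test. Sln was at 1.74 ± 0.299 CPM in Mtm1-/yTgBIN1 and 1.57 ± 0.386 in WT (0.15 ± 0.29, adjusted p = 0.974), Myog at 8.70 ± 2.33 and 4.49 ± 1.59 (0.94 ± 0.22, adjusted p = 0.399), and Timp1 at 2.27 ± 1.06 and 0.649 ± 0.248 (1.80 ± 0.38, adjusted p = 0.265). At unadjusted p below 0.05 there were 889 genes, where 771 are expected by chance. DESeq2 called 30 genes, limma voom 9 and edgeR without a filter on low counts 15. DESeq2's calls, named here after their values were seen, included Mustn1, expressed in musculoskeletal tissue (log2 fold change 0.86, adjusted p = 3.87e-06), Timp1 (1.80, adjusted p = 4.99e-04), Sox11 (2.24, adjusted p = 0.00440), Myog (0.95, adjusted p = 0.0196) and the slow fibre gene Tnnc1 (-1.21, adjusted p = 0.00234). Mustn1 was also called by edgeR without WT replicate 1 (1.06, adjusted p = 0.00172), with the replicate number as a block (0.91, adjusted p = 0.0219) and without a filter (0.85, adjusted p = 0.00343). Limma voom called it too (1.08, adjusted p = 2.53e-04). In simulated counts for this comparison, 200 genes were changed. Of those changed by a factor of 2, 64.2% were recovered, and of those changed by a factor of 1.5, 22.4%. EdgeR called 124 genes in that simulation and 2 in the real data. The adjustment of p-values is stricter where fewer genes pass, so these shares are probably too high for the real comparison. Of all tested genes, 826 (5.36%) had no overlap between the groups, where chance gives 5.71%.

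Camera called 6 lists between Mtm1-/yTgBIN1 and WT, none of which held with an estimated correlation (adjusted p = 0.874 for each) or with limma's fry. Slow fibre genes (camera adjusted p = 1.51e-05), fast fibre genes (5.47e-04), interferon genes (4.84e-07) and Schwann cell and nerve markers (7.57e-05) were called lower, and extracellular matrix (0.00242) and integrin and focal adhesion genes (0.00701) higher. No member of these lists passed over all genes in the main fit. Adjusted over the list alone, 5 of the 11 slow fibre genes passed lower and 1 higher, 6 of the 22 interferon genes passed lower and 1 of the 35 matrix genes passed higher. Among slow fibre genes, Myh7 stood at -2.86 ± 0.65 (adjusted p = 0.361), Tnnc1 at -1.21 ± 0.24 (adjusted p = 0.223), Tpm3 at -0.71 ± 0.16 and Csrp3 at 1.17 ± 0.40. Of these, DESeq2 also called Myh7 (adjusted p = 0.0315) and Tpm3 (0.0315), and edgeR without a filter called Myh7 (0.0261) and Tnnc1 (0.0228). Single WT libraries decided several of these calls: the interferon list was at 0.914 without WT replicate 1, and the matrix list at 0.363 without WT replicate 2 and 0.880 without WT replicate 3. The matrix list was also lost without Mtm1-/yTgBIN1 replicate 3 (0.0794) or 4 (0.178), and the integrin list without WT replicate 3 (0.0869) or Mtm1-/yTgBIN1 replicate 4 (0.0651). The other 27 lists were not called in the main fit. With the replicate number as a block, inflammatory genes were called higher (0.0397) and tendon markers lower (0.0295). Without WT replicate 1, macrophage (2.97e-07), fibroblast (2.73e-04) and basement membrane lists (2.41e-04) were called higher, and myotubularin and dynamin (0.00809) and erythroid lists (0.0165) lower. Tendon markers were called lower without WT replicate 2 (0.00974), WT replicate 3 (0.00164) or Mtm1-/yTgBIN1 replicate 4 (1.60e-04). Without WT replicate 2, immediate early genes were also called higher (1.14e-04) and autophagy and lysosome genes lower (0.0352). Fatty acid oxidation was called higher without WT replicate 3 (2.87e-04) or Mtm1-/yTgBIN1 replicate 1 (1.21e-04), and without the latter adipocyte markers were higher (0.00637) and glycolysis and glycogen lower (0.00346). Without Mtm1-/yTgBIN1 replicate 2, inflammatory genes (0.00778) and macrophage markers (0.0419) were called higher. In 9 of the 27 the median, mean and test differed in sign.

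Comparing TgBIN1 with WT asks what the transgene does where Mtm1 is present. The human identifier ENSG00000136717 (10.93 ± 0.37, adjusted p = 1.53e-10) was the 1 gene that passed edgeR's test, with 823 genes at unadjusted p below 0.05, where 771 are expected. Tnni1 stood at -0.97 ± 0.17 (adjusted p = 0.248), and passed without WT replicate 3 (-1.14, adjusted p = 0.0177). DESeq2 called 7 genes, limma voom 3 and edgeR without a filter 5, among them Tnni1 (adjusted p = 0.0222) and Tnnc1 (0.0222). Beside the human identifier, those of DESeq2 were, named after their values were seen, Tnni1 (-0.97), Tnnc1 (-1.28) and Srrm4os (-1.13) lower and the transferrin receptor Tfrc (0.94), Enox2 (0.53) and Igfn1 (1.46) higher. In simulated counts for this comparison, 74.6% of genes changed by a factor of 2 and 37.3% of those changed by a factor of 1.5 were recovered. EdgeR called 144 genes in that simulation and 1 in the real data, so these shares too are probably too high. Of all tested genes, 875 (5.67%) had no overlap between the groups, where chance gives 5.71%.

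Camera called 9 lists between TgBIN1 and WT, none of which held with an estimated correlation (adjusted p = 0.664 or more) or with fry. Those lower were tendon markers (camera adjusted p = 1.72e-05), slow fibre genes (1.72e-05), nuclear genes of oxidative phosphorylation (0.00278), Schwann cell and nerve markers (0.00375), autophagy and lysosome genes (0.00744), interferon genes (0.00744), macrophage markers (0.0191) and immediate early genes (0.0191), and integrin and focal adhesion genes were higher (0.00278). No member passed over all genes in the main fit, and adjusted over the list alone 8 of the 9 tendon markers passed lower, 5 of the 11 slow fibre genes passed lower and 1 higher, and 2 integrin genes passed higher. The tendon, macrophage and interferon lists had their highest WT mean in WT replicate 1. Without that library the tendon (0.101), autophagy (0.183), Schwann (0.0658) and macrophage (0.156) calls were lost and the interferon list was called higher (0.00468). The immediate early call was lost without WT replicate 2 (0.572), TgBIN1 replicate 1 (0.0705) or 2 (0.354). The oxidative phosphorylation call was lost without TgBIN1 replicate 2 (0.0933) or 3 (0.0549), the Schwann call without TgBIN1 replicate 2 (0.0876), the macrophage call without TgBIN1 replicate 3 (0.111) and the interferon call without TgBIN1 replicate 4 (0.0597). The extracellular matrix list, not called in the main fit (adjusted p = 0.852), was called higher without WT replicate 1 (5.28e-08) and lower without WT replicate 3 (0.00151), and so was the fibroblast list (0.0294 and 0.00151). Atrophy genes were called lower with the replicate number as a block (0.0212), without WT replicate 1 (0.00110) or without TgBIN1 replicate 4 (0.0159). Basement membrane genes (6.90e-07 and 0.0152) and endothelial markers (0.0193 and 0.0481) were called higher without WT replicate 1 or TgBIN1 replicate 4. Cell cycle genes were called higher without WT replicate 1 (0.0463) or TgBIN1 replicate 1 (0.00693), 2 (0.0193) or 4 (0.0242). Fatty acid oxidation (7.97e-05) and adipocyte markers (0.0463) were called lower without WT replicate 1, fast fibre genes lower without WT replicate 3 (0.0339) or TgBIN1 replicate 1 (0.0382) or 2 (0.0275), and glycolysis and glycogen lower without TgBIN1 replicate 2 (0.0281). None of the 24 lists beside the 9 was called in the main fit, and in 4 of the 24 the median, mean and test differed in sign.

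The interaction tests whether the transgene acted differently with and without Mtm1. Sln had an interaction of -7.35 ± 0.40 on the log2 scale (adjusted p = 2.71e-08), Myog of -4.14 ± 0.30 (adjusted p = 5.09e-07), Chrnd of -2.66 ± 0.25, mt-Co1 of 1.39 ± 0.20 (adjusted p = 1.41e-04) and mouse Bin1 of -0.94 ± 0.10 (adjusted p = 1.21e-05). EdgeR called 3883 genes (25.2% of those tested), 1952 with a higher and 1931 with a lower change in mice without Mtm1. Of these, 1451 had an absolute interaction above 1. In simulated counts for this test, 49.3% of genes with an interaction by a factor of 2 were recovered. Of the lists, denervation and neuromuscular junction genes were called (camera adjusted p = 6.96e-10), and the call held with an estimated correlation (adjusted p = 0.0187). In that list, 15 of the 20 tested members had a lower change in mice without Mtm1 and 1 a higher. Camera called 11 lists in all, and the remaining 10 lost the call with an estimated correlation. These were nuclear genes of oxidative phosphorylation (54 of 79 higher and 0 lower, or 60 and 0 adjusted over the list alone, camera adjusted p = 2.06e-17, and adjusted p = 0.459 with an estimated correlation), fatty acid oxidation (21 of 29 higher and 1 lower, or 23 and 1 adjusted over the list alone, camera adjusted p = 9.14e-10, and adjusted p = 0.580 with an estimated correlation), mitochondrially encoded genes (7 of 7 higher and 0 lower, camera adjusted p = 7.74e-06, and adjusted p = 0.459 with an estimated correlation), endothelial markers (11 of 14 higher and 0 lower, or 12 and 0 adjusted over the list alone, camera adjusted p = 7.74e-06, and adjusted p = 0.258 with an estimated correlation) and developmental and regeneration genes (9 of 18 lower and 1 higher, or 10 and 1 adjusted over the list alone, camera adjusted p = 3.65e-05, and adjusted p = 0.128 with an estimated correlation). The others were macrophage markers (5 of 22 lower and 1 higher, or 6 and 1 adjusted over the list alone, camera adjusted p = 0.00586, and adjusted p = 0.701 with an estimated correlation), glycolysis and glycogen (7 of 25 higher and 0 lower, camera adjusted p = 0.0118, and adjusted p = 0.580 with an estimated correlation), smooth muscle and pericyte markers (7 of 12 higher and 1 lower, camera adjusted p = 0.0122, and adjusted p = 0.580 with an estimated correlation), atrophy genes (8 of 20 lower and 1 higher, camera adjusted p = 0.0384, and adjusted p = 0.580 with an estimated correlation) and triad and calcium release genes (7 of 24 lower and 2 higher, or 8 and 2 adjusted over the list alone, camera adjusted p = 0.0400, and adjusted p = 0.580 with an estimated correlation). The other 22 lists were not called, and in 4 of them the median, mean and test differed in sign.

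**Figure D4:**
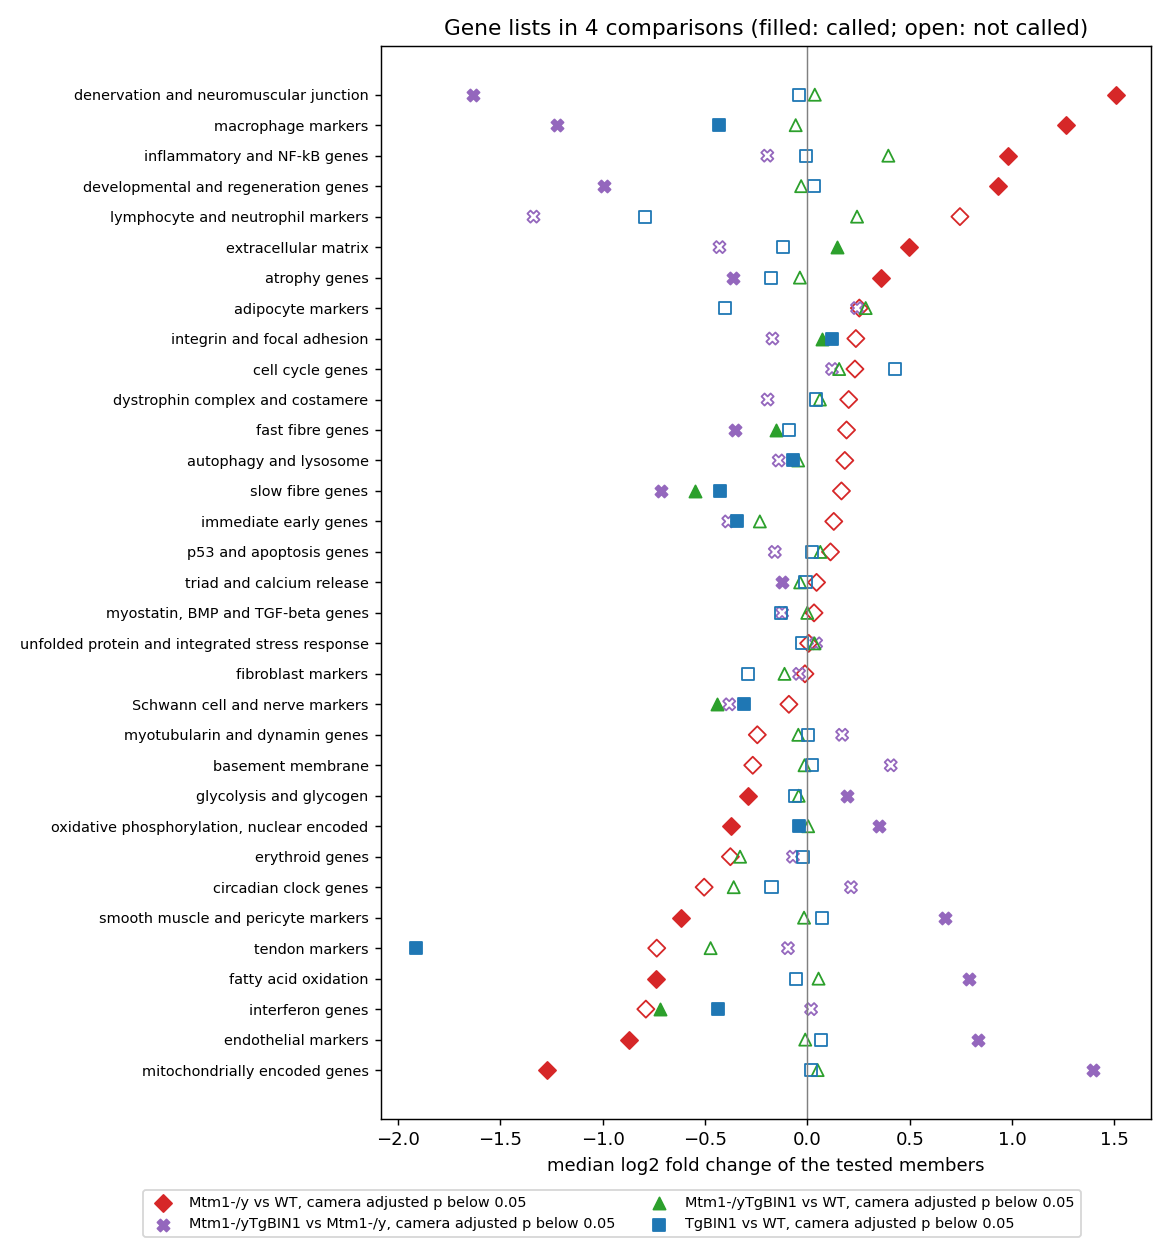
Median log2 fold change of the tested members of each of the 33 gene lists (horizontal axis) in 4 comparisons, given by shape and colour, filled where camera's adjusted p was below 0.05 and open where it was not. Denervation and neuromuscular junction genes lie at 1.51 in Mtm1-/y against WT and at -1.63 in Mtm1-/yTgBIN1 against Mtm1-/y, and mitochondrially encoded genes at -1.27 and 1.40.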

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

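The test of a prevented change in mouse Bin1 was chosen after the result was seen. Chance marks about 1 in 20 groups by the rule for a sample far from the others, so that 6.15 of 123 checks would be marked by chance, and 8 were. The rule was applied only to groups of 4 libraries, so that the 3 WT libraries were not checked by it.

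Few genes differed between Mtm1-/yTgBIN1 and WT, whereas 6611 differed between Mtm1-/y and WT. Choosing and measuring disease genes on the same Mtm1-/y mice could not explain this small number, which compares no Mtm1-/y mice. For the shift of disease genes it was argued against, since the shift on Mtm1-/y mice not used to choose them was 1.02 times that on all mice. The sets of genes differed, with 1520 to 1734 genes in the former and 1908 in the latter. Relative to the disease change of its own set, the shift was 92.3% in both. A change that remained at full size but was too weakly measured to be called was argued against by the slope of Mtm1-/yTgBIN1 minus TgBIN1 on Mtm1-/y minus WT, which share no mice: it was 0.0668 over 2018 genes (0.0474 to 0.0856 with 1 mouse left out), where an unchanged effect would give about 1. The two-sided exact permutation p of that slope was 0.143 over 70 splits of the 8 transgenic mice, where 0.0286 is the smallest possible, so that a small remaining change stays open. A candidate explanation, found on the same data, is that the transgene holds most disease genes near their WT level.

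Camera called slow fibre genes lower in TgBIN1 and Mtm1-/yTgBIN1 than in WT, and lost both calls with an estimated correlation (adjusted p = 0.664 and 0.874). All 3 WT libraries had a list mean (4.58 to 4.94 log2 CPM) above each of the 8 transgenic libraries (3.33 to 4.43), a difference of -0.63 with a two-sided exact permutation p of 0.0242 over 165 splits, or 0.400 adjusted over the 33 lists. Without WT replicate 2, the highest of its group, camera still called the list lower in both groups, with a median difference between TgBIN1 and WT of -0.38, and the other WT libraries (4.63 and 4.58) still lay above the 8 transgenic ones. A piece of a slower muscle in that library still cannot be told apart from an effect of the transgene, because the limit set for excluding it, -0.5, lay beyond the median of -0.43 with all libraries and could hardly be reached, and 2 WT libraries remain for a comparison. Both a transgene effect and a difference in dissection may contribute, no gene of the list passed edgeR's test over all genes in the main fit, although single genes did in other fits, and Csrp3 stood at 1.48 and 1.17 in TgBIN1 and Mtm1-/yTgBIN1 against WT, opposite to Myh7 at -2.65 and -2.86.

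Mouse Bin1 differed in its response to the transgene, with an interaction of -0.94 on the log2 scale. Scaling was argued against, since the lowest difference between Mtm1-/y and WT over the scaling alternatives was 0.99. Mouse Bin1 in Mtm1-/yTgBIN1 stood 0.0625 from WT, which is consistent with a rise of Bin1 transcripts upon loss of Mtm1 that the transgene prevents, a hypothesis found and tested on the same data. A change in the makeup of the muscle stays open, since endothelial and macrophage markers moved in the same mice.

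The number of genes with an interaction was 3883, the difference between the responses with and without Mtm1. Among 100 splits of the samples, the real one gave 3883 genes and the highest other 0. These splits shuffled the labels of all samples, which also broke up the difference of Mtm1-/y from the other groups. They bear on any difference between groups and cannot exclude chance for the interaction alone. For Mtm1-/y against WT the real split gave the most genes of 35 (5905 with only these groups fitted, highest other 1). For Mtm1-/yTgBIN1 against Mtm1-/y it did so too (6798, highest other 0), and 1 in 35 is the smallest share possible. For the number of genes called between Mtm1-/yTgBIN1 and WT chance cannot be excluded, as 4 of 35 splits gave at least the real 2, and the highest gave 84, nor for the number between TgBIN1 and WT, where 5 of 35 gave at least the real 1, and the highest gave 245. This concerns the numbers and not the genes called, which were Mtm1 (adjusted p = 1.47e-05) and the human identifier (adjusted p = 1.64e-10) in the first and the human identifier (adjusted p = 1.53e-10) in the second. Both highest splits put WT replicate 1 with transgenic replicates, which points to a structure of the samples that the groups do not describe.

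The human identifier was at 2173 CPM in Mtm1-/yTgBIN1 replicate 1, against 1753 to 1816 in the other libraries of the group. The mean log2 CPM of basement membrane genes was 5.77 in TgBIN1 replicate 4 (others 6.00 to 6.03) and 5.28 in Mtm1-/y replicate 1 (others 5.57 to 5.61). That of the dystrophin complex and costamere list was 7.31 in Mtm1-/yTgBIN1 replicate 1 (others 7.18 to 7.20). That of glycolysis and glycogen was 9.12 in TgBIN1 replicate 2 (others 8.93 to 8.94), and that of fibroblast markers in the same library 4.35 (others 4.04 to 4.05). Interferon genes stood at 2.83 in TgBIN1 replicate 1 (others 2.30 to 2.37). Erythroid genes stood at 3.14 in Mtm1-/y replicate 1 (others 1.11 to 1.38).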

How the results depend on the processing

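The alternatives were planned, except the removal of WT replicate 1 from Mtm1-/yTgBIN1 against Mtm1-/y (7643 genes) and a division of the WT mice as well for the shift of disease genes (-1.40). No gene called in any comparison was called with the opposite sign under another setting. Requiring an absolute log2 fold change above 1 left 2019 genes for Mtm1-/y against WT, 1999 for Mtm1-/yTgBIN1 against Mtm1-/y and 1451 for the interaction, and an adjusted p of 0.01 left 2222 for the interaction, as a stricter threshold must. For Mtm1-/yTgBIN1 against WT, 15 genes were called with no filter, 30 by DESeq2 and 9 by limma voom, in place of 2, and for TgBIN1 against WT 5, 7 and 3, in place of 1, and the cause was not tested. With an estimated correlation 1, 1, 0 and 0 lists were called in the 4 comparisons, in place of 12, 13, 6 and 9. The estimates ran from 0.0418 (myostatin, BMP and TGF-beta genes) to 0.884 (mitochondrially encoded genes), against the preset 0.01, and a larger correlation makes camera's test stricter. With fry, which tests each list on its own, 19, 20, 0 and 0 lists were called, and the cause of that difference was not tested. The shift of disease genes was -0.75 when they were chosen by adjusted p alone and -1.29 with at least 1 CPM in at least 3 libraries, since the set of genes is then another (3764 and 1113 on average, in place of 1589). Leaving out 1 library gave 5279 to 6951 genes for Mtm1-/y against WT, 6420 to 7643 for Mtm1-/yTgBIN1 against Mtm1-/y, 2 to 3 for Mtm1-/yTgBIN1 against WT, 1 to 2 for TgBIN1 against WT and 3004 to 4636 for the interaction. Lists called then numbered 11 to 14, 12 to 16, 5 to 10 (10 without WT replicate 1) and 7 to 13, and the shift was -1.53 (without WT replicate 2) to -1.20 (without WT replicate 1). The list of interferon genes, TgBIN1 vs WT, turned from lower to higher without WT replicate 1 (adjusted p = 0.00468), and its adjusted p ranged from 7.69e-09 without WT replicate 3 to 0.0597 without TgBIN1 replicate 4. The cause was not tested.

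Without WT replicate 2, 5137 of the 6611 genes called between Mtm1-/y and WT were called again, and 2935 of the 3883 with an interaction. The single genes followed in all 5 comparisons were named by the rule or after their values were seen, and do not stand for all genes. Of their values, 890 of 890 kept their side of the threshold under RLE scaling and under TMM without the 20 most abundant genes. DESeq2 kept 861 (1 lost, 28 gained), limma voom 854 (9 lost, 27 gained) and no filter 867 (6 lost, 17 gained). With 1 library left out, 7763 of 8010 kept their side (193 lost, 54 gained). Of list values, 906 of 990 did so with 1 library left out (30 lost, 53 gained). Depth limits genes near the filter. For Mtm1-/yTgBIN1 against WT, 22.4% of simulated changes by a factor of 1.5 were recovered, a share probably too high for the real data.

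With the replicate number as a replicate block, 6647, 7210, 3, 1 and 4055 genes were called in the 5 comparisons, the shift was -1.39, and of 132 list values 127 kept their side, 1 was lost and 4 were gained. The labels do not say what a number stands for. Deviations of 21 same-numbered pairs correlated from -0.23 to 0.34 (mean 0.0188, and -0.00645 over 63 other pairs), 5 were above 0.1, and 5 of 15 libraries correlated best with one of their own number, so that they are not treated as paired.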

Other observations

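Members of lists not called between Mtm1-/yTgBIN1 and Mtm1-/y are given here, in a comparison where 46.8% of all tested genes passed edgeR's test. Of myostatin, BMP and TGF-beta genes, 11 of the 23 tested members fell and 6 rose, or 11 and 7 adjusted over the list alone (camera adjusted p = 0.337), with Mstn higher by 2.54 ± 0.27 and Fst lower (-3.99 ± 0.33). Of p53 and apoptosis genes, 8 of the 18 tested members fell and 4 rose (adjusted p = 0.298), with Eda2r (-3.17 ± 0.28) and the pro-apoptotic gene Bbc3 (-2.23 ± 0.28) lower. Of integrin and focal adhesion genes, 11 of the 27 tested members fell and 8 rose (adjusted p = 0.419), with Ankrd1 (-4.55 ± 0.36) and Itga7 (-1.37 ± 0.08) lower. Of inflammatory genes, 7 of the 19 tested members fell and 1 rose (adjusted p = 0.0632), with Serpina3n at -3.23 ± 0.17 and Nfkb2 at -1.97 ± 0.12, and this list was called without Mtm1-/yTgBIN1 replicate 1 (0.0370) or 3 (0.0422). Of extracellular matrix genes, 9 of the 35 tested members fell and 1 rose, or 6 and 0 adjusted over the list alone (adjusted p = 0.114), with Timp1 at -4.31 ± 0.28 and Ccn2 at -1.43 ± 0.37, and this list was called without Mtm1-/y replicate 1 (0.0337) or Mtm1-/yTgBIN1 replicate 3 (0.0422) or 4 (0.0415). Of basement membrane genes, 8 of the 16 tested members rose and 2 fell, or 10 and 2 adjusted over the list alone (adjusted p = 0.0617), with Lamc3 higher (1.84 ± 0.21), and this list was called without WT replicate 1 (0.0352) or Mtm1-/y replicate 4 (0.0495).

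Mtm1-/yTgBIN1 was also compared with TgBIN1, a comparison run for the slope given above. EdgeR called 4 genes, with 562 at unadjusted p below 0.05. Mtm1 was lower (-2.11), and Mt3, a metallothionein (2.47), Msln, which encodes mesothelin (2.78), and Ahnak2 (1.31) were higher (adjusted p = 0.0421 for each of these 3, named after their values were seen). These 3 were also higher in Mtm1-/y than in WT, Mt3 by 5.61 ± 0.38, Msln by 5.32 ± 0.37 and Ahnak2 by 4.61 ± 0.24.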
